A study of Gallus gallus with 2 samples.

How the data were processed

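The data were 1 table of gene and lipid barcode molecules per cell from the posterior end of chicken (Gallus gallus) embryos. Per the labels, the tissue was taken after 72 h of incubation at the 35-somite stage, from control embryos and embryos that had received 20 uL of homocysteine at 19 mM (high dose) or 0.5 mM (low dose). Per the labels' protocols, the tissue was dissociated for 15 min at 37 °C in Accutase, an enzyme mixture that releases cells from tissue. The cells were then labelled with lipid-modified oligonucleotides, short DNA barcodes that insert into the membrane, at 200 nM and with 250000 cells per tissue. The labelled cells were pooled and captured on the BD Rhapsody system, which pairs single cells with barcoded beads in microwells. There were 2 libraries of the same pooled cells, a whole-transcriptome library with a stated data depth of 600 GB and a lipid barcode library with 12 GB.

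Per the file headers, the authors made the counts with the BD Rhapsody whole-transcriptome pipeline, version 1.11, on the GRCg7b genome with Ensembl release 107 annotation, with the barcode sequences added as a supplemental reference. Intronic reads were included, and the number of putative cells was set to exactly 60000, per the file headers. The deposited values are counts of distinct molecules per gene and cell, not normalized. The table has 28190 gene columns and 6 barcode columns named SBC2, SBC3, SBC4, SBC5, SBC7 and SBC8. Because intronic reads were included, nuclear RNA adds to the counts, and because the cell number was fixed in advance, many barcodes need not hold a cell. Of the gene columns, 15073 carry only an Ensembl identifier, and they held 7.31% of the molecules. None of these identifiers was matched in the RefSeq gene table of the same assembly, while 12399 columns matched a RefSeq symbol. Coordinates below are those of RefSeq on GRCg7b. The library names in the file header carry another number than those in the labels, and the table was taken as that of the 2 labelled libraries because it is the only one used here.

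The labels name no treatment for any barcode, and the column names state none. The table was therefore treated as 1 pooled sample, no barcode was assigned to a treatment, and the control and homocysteine-treated embryos were not compared. Values per barcode are given one by one, without a test. There were no replicates. Exact binomial (Clopper-Pearson) intervals for shares and exact Poisson intervals for molecule sums, both at 95%, cover counting error only.

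Barcodes with at least 500 detected genes and at most 20% mitochondrial molecules were kept. Scrublet, as in scanpy 1.11.5 with an expected rate of 0.1, marked 1 of 22523 cells at its automatic threshold of 0.51. That is under 0.5%, so the caller did not work on these data, and the kept cells still hold doublets. Removing the 10% of cells with the highest score, and removing cells with 2 or 3 barcodes above 5 times their background median, were therefore run as alternatives.

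Kept cells were scaled to 10000 molecules and log-transformed. Then 2000 variable genes, 30 principal components and 15 nearest neighbours were used, and cells were clustered with Leiden (leidenalg 0.10.2, igraph 0.11.9) at resolution 1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Marker lists for 19 classes were fixed before the data were examined, as were the filters, the gene lists, the rule for naming genes and the alternatives called planned in the closing section.

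The rule that turned markers into cluster names was not fixed beforehand. In all, 3 rules were run, each after the clusters had been seen. The first also required 50% of a class's markers and a lead of 0.3 in mean log2 fold over the next class, and it named 53.1% of cells. It was replaced by a rule without those conditions after its results had been seen, including how far its shares moved between settings. That rule named 76.0% of cells, the most of the 3, and is the one reported. Under this rule a cluster took the class whose markers had the highest mean log2 fold if at least 3 of them were above 2-fold and detected in 10% of its cells. A cluster stayed unnamed if another class had more markers among its 10 leading genes, or if its median depth was far below that of all kept cells with no own marker among them. The last rule also required a mean log2 fold above 0, named 73.9% and was not adopted. The first and last rules are given as alternatives. The class highest in the homocysteine list was notochord-like under the reported rule and intermediate mesoderm-like under both others.

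Gene lists were summed over the cells of a class and expressed as molecules per 1000000 molecules of the class (CPM). For each list, the 5 genes with the highest CPM and the 3 with the largest ratio of the highest to the median class, among genes with at least 50 molecules in the highest class, were eligible to be named. Across barcodes these were the 5 genes with the largest ratio of highest to lowest CPM, among genes with at least 100 molecules in every barcode. TBXT and SOX2 were always named. For shares of cells with a molecule, each cell was thinned to 1287 molecules, the 25th percentile of kept cells, and shallower cells were left out. Co-detection was also set against independent detection within each class, and within each cluster after clustering without TBXT and SOX2. A cell was given the barcode with the most molecules if that barcode had at least 10 molecules and at least 3 times those of the next.

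The sums and ratios were tested on simulated data with 200 genes raised 4-fold. For the ratio across lipid barcodes, run on 12187 genes, 100% of the changed genes ranked as the top 200, with a median ratio of 3.72, below 4 because the raised genes also add to the total. For the ratio of the highest to the median class, run on 13632 genes, 100% were recovered with a median of 3.69. The raised genes were drawn from genes with at least 5000 and 20000 molecules, and the simulated classes were of equal size, so the recovery of scarce genes and in small classes was not tested. Apart from the raised genes, all groups were drawn from 1 common profile, without variation between cells or in class composition. The simulation thus checked the calculation, not how differences in class composition between barcodes move the ratios. Unchanged genes had median ratios of 1.09 and 1.07, since the highest of several equal values lies above the others by chance.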

Results

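The posterior end of chicken embryos was profiled by single-cell RNA sequencing to describe its cells after homocysteine treatment and in controls, with lipid barcodes marking the tissue each cell came from. The table held 60000 cell barcodes with 513117076 gene molecules and 28213739 lipid barcode molecules. The median over all barcodes was 619 gene molecules. The filter left 22522 cells, 37.5% of barcodes, which held 89.9% of the gene molecules. It excluded 33581 barcodes for too few genes and a further 3896 for mitochondrial molecules alone. Kept cells had a median of 10220 molecules and 3439 detected genes, and the middle of their distribution ran from 1287 molecules at the 25th percentile to 31910 at the 75th. Of the kept cells, 10187 (45.2%) had under 4000 molecules. Over the alternative filters the cell number ran from 6280, with at most 10% mitochondrial molecules, to 49681, with at least 200 genes. As all cells formed 1 pooled sample without replicates, every value below lacks a replicate check.

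**Figure D1:**
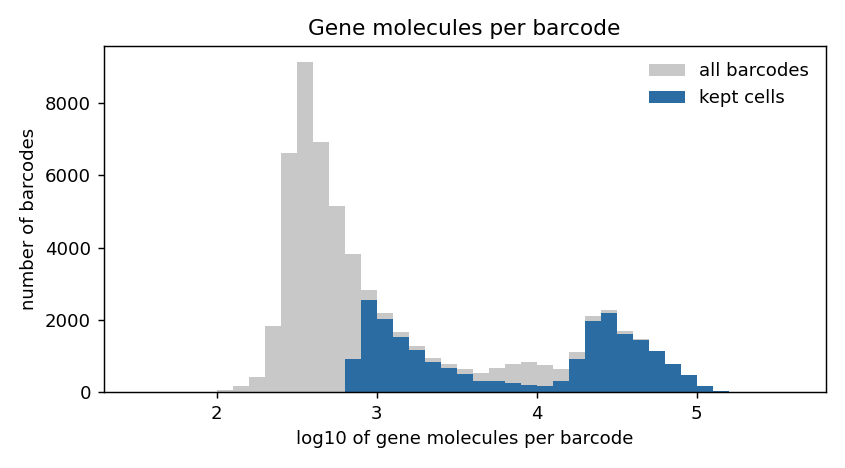
Number of barcodes (y axis) by log10 of gene molecules per barcode (x axis, steps of 0.1), for all 60000 barcodes in grey and the 22522 kept cells in blue. Kept cells form a shallow and a deep group, with 10187 of them under 4000 molecules.

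The first question was which cell classes the tissue held. Clustering gave 36 clusters, of which 30 took the name of 14 of the 19 fixed classes. No cluster took the sclerotome, dermomyotome or myotome, neuron, floor plate or primordial germ cell name. Neural tube-like cells made up 15.5% of kept cells (3497 cells, 95% interval 15.1 to 16.0%), presomitic mesoderm-like cells 10.6% (10.2 to 11%) and surface ectoderm-like cells 9.98% (9.59 to 10.4%). Lateral plate or splanchnic mesoderm-like cells made up 7.78% (7.43 to 8.14%), limb bud mesenchyme-like cells 6.80% (6.48 to 7.14%) and neuromesodermal progenitor-like cells 5.34% (5.05 to 5.64%). The shares of the other classes were 5.28% for hindgut endoderm-like, 4.26% for somite-like, 3.67% for endothelium-like, 2.83% for intermediate mesoderm-like, 1.41% for erythroid-like, 1.19% for neural crest-like, 0.95% for notochord-like and 0.364% for macrophage-like cells. Unnamed clusters held 24.0% of cells, 21.2% because fewer than 3 markers were found and 2.80% because another class had more markers among the 10 leading genes. Of the latter, clusters of 484 and 75 cells had 7 surface ectoderm markers each, with mean log2 folds of 1.92 and 2.09. EN1, on the dermomyotome or myotome list, was the only fixed marker among their leading genes. The surface ectoderm-like share may thus be too low.

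The shares of most classes moved beyond their counting interval under most of 15 alternatives. The exceptions were the erythroid-like, notochord-like, macrophage-like, endothelium-like and neural crest-like shares, which stayed within it under 14, 13, 12, 10 and 10 of the 15. The share of cells with a name was 58.4% with another random seed, 53.1% under a stricter naming rule and 31.8% with at least 200 detected genes, and none of 15 alternatives reached the reported 76.0%. No somite-like cluster was found under 8 of the 15 alternatives, and no limb bud mesenchyme-like cluster under 3. Several names were weak. An intermediate mesoderm-like cluster of 470 cells had a mean log2 fold of -0.07 over its markers, and a neuromesodermal progenitor-like cluster of 599 cells lacked SOX2 among its markers. A presomitic mesoderm-like cluster of 119 cells was led by W-linked genes such as HINTW and SPIN1L. In addition, 4 clusters with 1501 cells (6.66%) had a median of at least 50000 molecules and were not separated from doublets. Among the 12335 cells of at least 4000 molecules, with names unchanged, neuromesodermal progenitor-like cells made up 8.87% and unnamed cells 11.7%. There, lateral plate or splanchnic mesoderm-like cells led at 13.7%, before neural tube-like cells at 13.5% and limb bud mesenchyme-like cells at 12.2%. Surface ectoderm-like cells made up 8.59% and presomitic mesoderm-like cells 6.14%. The largest neural tube-like, presomitic mesoderm-like and surface ectoderm-like clusters had medians of only 1327, 1234 and 1329 molecules.

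**Figure D2:**
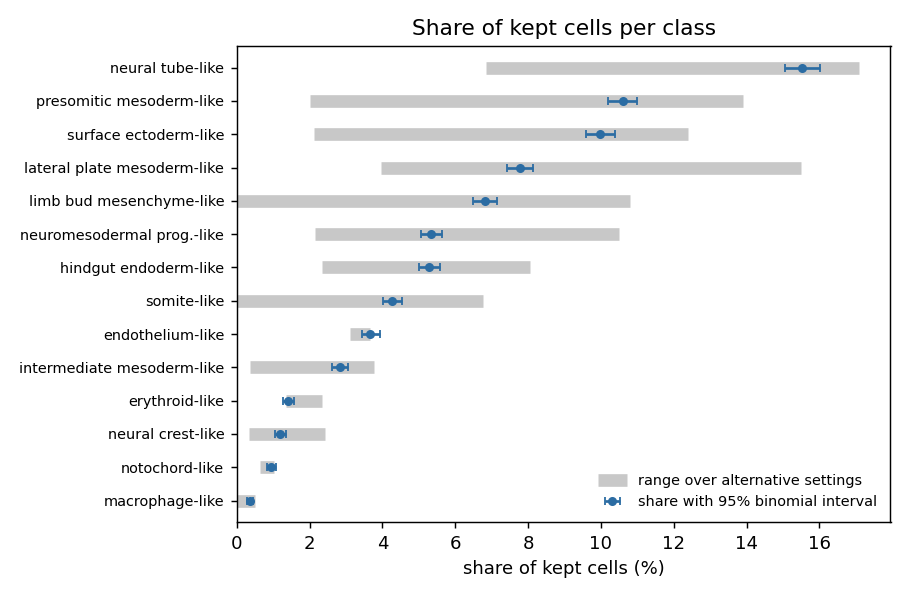
Share of kept cells in percent (x axis) for each of the 14 named classes (y axis), with points for the reported share, error bars for its 95% binomial interval and grey bars for the range over 15 alternative settings. The grey bars are wider than the intervals, and those of the somite-like, limb bud mesenchyme-like and macrophage-like classes reach 0.

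Co-detection of TBXT (chromosome 3, 42631850 to 42639889) and SOX2 (chromosome 9, 16567995 to 16570458) was measured because cells with both are the usual description of neuromesodermal progenitors. After thinning to 1287 molecules, which left out 5627 shallower cells, 181 of 16895 cells (1.07%, 95% interval 0.922 to 1.24%) had both. Independent detection would have given 0.726%, so the observed share was 1.48 times the expected one. With independent detection within each class, 197 cells would have had both, and the observed number was 0.917 times that (0.788 to 1.06). Of 7 classes with at least 1 expected cell, counting unnamed cells, the interval reached 1 in 6, lay below it in 1 and above it in 0. The class below was neural tube-like cells, with a ratio of 0.609 (0.472 to 0.774). The ratio was 1.24 in neuromesodermal progenitor-like cells (0.991 to 1.54), 1.97 in presomitic mesoderm-like cells (0.981 to 3.52) and 1.91 in unnamed cells (0.700 to 4.15). It was 0.938 in notochord-like cells (0.377 to 1.93), 0.961 in neural crest-like cells and 0.688 in hindgut endoderm-like cells. Without neural tube-like cells the sum over the others was 1.30 times the expected number (1.08 to 1.57). That class was left out after its low ratio had been seen, so a rise was built in. Within 37 clusters made without these 2 genes, 186 cells were expected, a ratio of 0.974 (0.837 to 1.13). Without thinning 11.1% of cells had both. The share moved most in cells of at least 4000 molecules, where thinning left more molecules per cell and the share was 16.0%. Among 1172 thinned neuromesodermal progenitor-like cells 7.08% had both (5.68 to 8.70%), at a median depth of 24936 molecules before thinning. Among thinned erythroid-like cells 0 of 270 had both, with an upper bound of 1.36% at this thinned depth. Without thinning 1.26% of erythroid-like cells had both, at a median depth of 15494. Among endothelium-like cells 0.339% had both (0.0411 to 1.22%), at a median depth of 3352. Of the 181 cells, 83 were neuromesodermal progenitor-like and 67 were neural tube-like. Both genes also name classes, so their levels by class are not independent of the names. In barcodes with under 500 genes, a measure of free RNA, TBXT stood at 109 CPM and SOX2 at 52.7 CPM. Over all kept cells they stood at 148 and 65.7 CPM. Free RNA may thus have given some of the detections, and its part was not tested.

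HOX genes of paralogue groups 10 to 13 were summed to place the classes along the body axis. The 12 genes together were highest in neuromesodermal progenitor-like cells at 3564 CPM (95% Poisson interval 3543 to 3584), 2.45 times the median class. Neural tube-like cells followed at 2599 CPM, and erythroid-like cells were lowest at 371 CPM. Haemoglobin in the total of erythroid-like cells lowers this value, so their lowest rank may rest partly on it. Barcodes with under 500 genes, taken here as a measure of free RNA, had 1542 CPM. Neuromesodermal progenitor-like cells stayed highest under all 9 alternatives run for this list. The ratio moved most without doublet removal, to 3.10. Paralogue group 13 ran differently, being highest in hindgut endoderm-like cells at 927 CPM. HOXA13 (chromosome 2, 32582487 to 32585457) reached 774 CPM there against 123 CPM in the median class. HOXC10 was the most abundant of the 12 genes at 377 CPM over all kept cells, and was highest in presomitic mesoderm-like cells at 697 CPM. HOXD11, HOXA11 and HOXA10, the next most abundant after HOXA13, were highest in neuromesodermal progenitor-like cells, at 617, 444 and 291 CPM. The largest ratio was that of HOXB13 (chromosome 27, 3350868 to 3352816), which was scarce: it had 4.03 CPM in hindgut endoderm-like cells (3.31 to 4.85, 111 molecules), 25.2 times the median class. HOXC13 reached 159 CPM in neuromesodermal progenitor-like cells, 17.4 times the median class, and HOXD13 135 CPM in hindgut endoderm-like cells, 7.66 times.

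**Figure D3:**
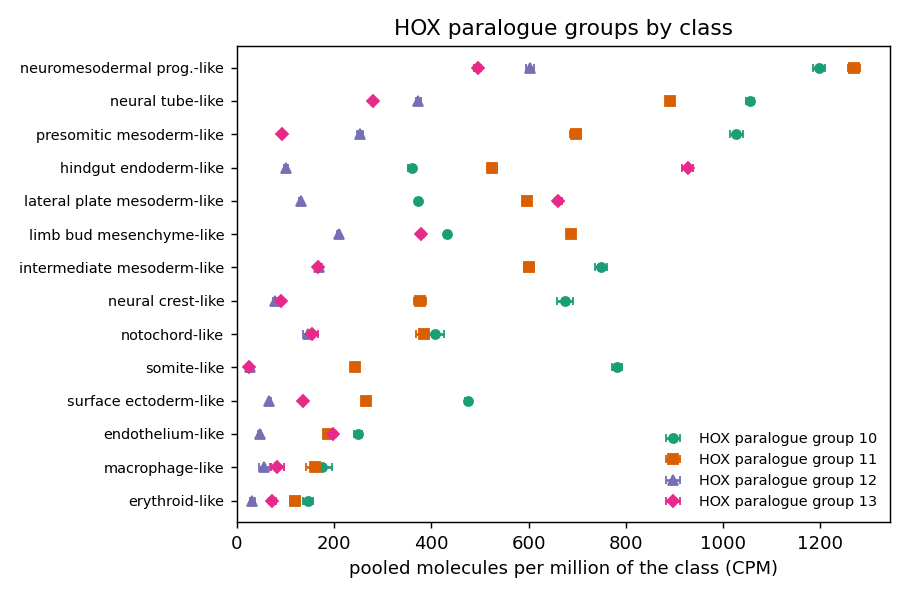
Pooled HOX molecules per 1000000 molecules of the class (x axis) for paralogue groups 10, 11, 12 and 13 (colours) in each named class (y axis, ordered by the sum of the 4 groups), with 95% Poisson intervals. Group 13 is highest in hindgut endoderm-like cells, and groups 10, 11 and 12 in neuromesodermal progenitor-like cells.

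Genes of homocysteine and folate metabolism, here called the homocysteine list, were summed to ask which cells express them. Of the 36 genes on the list, 31 had a column. The sum was highest in notochord-like cells at 3509 CPM (3456 to 3562), only 1.22 times the median class of 2872 CPM. It fell further below the median, to 1662 CPM in erythroid-like cells, 2026 CPM in macrophage-like cells and 2492 CPM in endothelium-like cells. The highest class was 2.11 times the lowest. Haemoglobin is part of the total of erythroid-like cells and lowers their CPM for other genes. The 163 of them assigned to SBC3 alone held 795099 haemoglobin molecules, of 5043446 molecules in the class. Their lowest rank, and with it the 2.11-fold range, may thus rest partly on haemoglobin. The highest class was not stable. Under 5 of 9 alternatives, including both other naming rules, intermediate mesoderm-like cells were highest instead. CTH (chromosome 8, 28740620 to 28756035), which encodes cystathionine gamma-lyase, reached 995 CPM in notochord-like cells (967 to 1024), 4.25 times the median class. MAT2A (chromosome 25, 1604592 to 1605799), which encodes a subunit of methionine adenosyltransferase, had the largest ratio of the list at 7.86 times the median class. It was scarce, with 7.69 CPM in hindgut endoderm-like cells (6.69 to 8.79, 212 molecules). DNMT3A was the most abundant gene of the list at 931 CPM over all kept cells, followed by GCSH at 314, CTH at 252, AHCY at 218 and DNMT3B at 217 CPM. As DNMT3A, GCSH and DNMT3B do not act on homocysteine itself, the sum does not show where homocysteine is used or removed. CBS (chromosome 1, 109783082 to 109810561) had 11.3 CPM over all kept cells and was highest in erythroid-like cells at 26.8 CPM (22.4 to 31.7).

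Axial signalling genes were highest in notochord-like cells at 3950 CPM (3894 to 4007), 2.02 times the median class, and notochord-like cells stayed highest under all 9 alternatives. Neuromesodermal progenitor-like cells followed at 3407 CPM. WNT5A was the most abundant gene of the list at 395 CPM over all kept cells, and reached 992 CPM in neuromesodermal progenitor-like cells. NOTCH1 was highest in endothelium-like cells at 464 CPM, 3.13 times the median class. SHH, BMP4, DLL1, FGF8, WNT8A and ALDH1A2 were also among the markers that named the classes, so their levels are not reported as results. The sum is affected in the same way, as SHH alone gave 1378 of the 3950 CPM in notochord-like cells. That is more than their lead over neuromesodermal progenitor-like cells at 3407 CPM, so their top rank may rest on this marker. None of the 9 alternatives left out the markers. The cell cycle lists varied little. S phase genes were highest in neural tube-like cells at 3051 CPM, 1.24 times the median class. Genes of G2 or M phase were highest in limb bud mesenchyme-like cells at 3815 CPM, 1.12 times the median class, and neural tube-like cells at 3808 CPM were highest instead under 2 of 8 alternatives.

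Lipid barcodes were counted to see how far cells could be traced to a tissue. SBC2, SBC3 and SBC7 held 8915523, 12104007 and 7166491 molecules. A barcode was assigned to 9048 of 22522 kept cells (40.2%, 95% interval 39.5 to 40.8%), to 16.8% of cells under 4000 molecules and to 59.5% of deeper cells. SBC2 had 1786 cells (19.7% of assigned cells), SBC3 had 5520 (61.0%) and SBC7 had 1742 (19.3%). Their cells had medians of 25082, 27290 and 41841 gene molecules. The rule moved these numbers strongly, and SBC7 fell to 2.09% of assigned cells when 10 times the next barcode was required.

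Class shares differed between the 3 barcodes, which carry no treatment label here and stand for 1 sample each. Lateral plate or splanchnic mesoderm-like cells made up 30.1% of SBC2 cells (28.0 to 32.3%), 9.87% of SBC3 cells (9.10 to 10.7%) and 14% of SBC7 cells (12.4 to 15.7%). W-linked genes, which differed between the barcodes, led one of the clusters of this class. When cells were clustered without sex-linked genes, the shares were 32.6%, 12.8% and 21.0%. Limb bud mesenchyme-like cells made up 7.11% of SBC2 cells, 13% of SBC3 cells and 24.4% of SBC7 cells. Neuromesodermal progenitor-like cells made up 2.24%, 5.62% and 1.21%. Unnamed cells made up 17.9%, 19.3% and 20.8%. The assigned share itself ran from 21.2% of presomitic mesoderm-like cells to 82.8% of limb bud mesenchyme-like cells, so the cells without a barcode were not a random part of the tissue. The homocysteine list differed little between barcodes, at 2828 CPM in SBC2, 2922 CPM in SBC3 and 2943 CPM in SBC7.

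**Figure D4:**
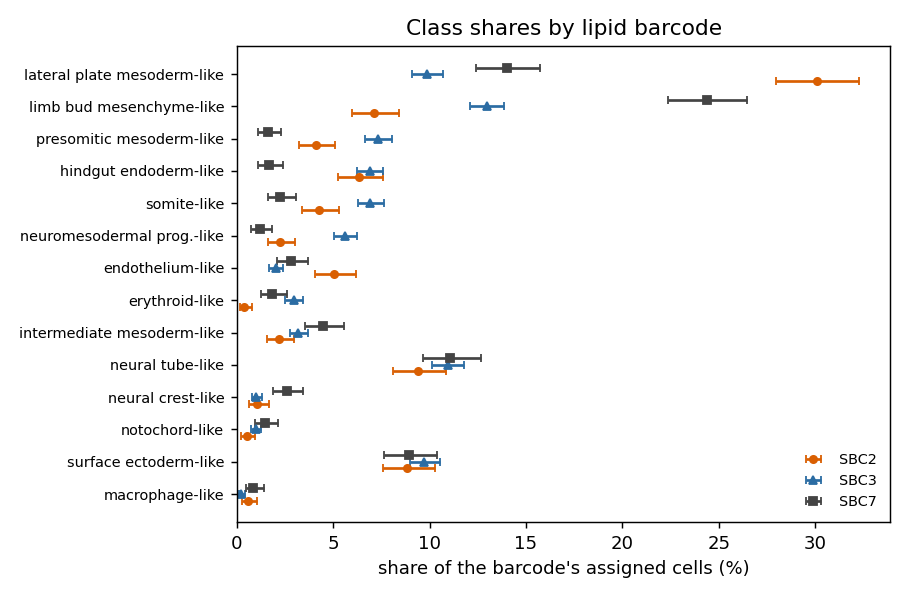
Share of each barcode's assigned cells in percent (x axis) for each named class (y axis), with 95% binomial intervals, for SBC2 (1786 cells), SBC3 (5520 cells) and SBC7 (1742 cells). Lateral plate mesoderm-like cells have the widest gap, from 9.87% in SBC3 to 30.1% in SBC2.

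Gene by gene, 369 of 12381 genes with at least 100 molecules in every barcode differed more than 2-fold between the highest and lowest barcode. The largest ratio was that of HINTW (chromosome W, 2901766 to 2911002), with 81.5 CPM in SBC2, 3.83 CPM in SBC3 and 1.34 CPM in SBC7. ATP5A1W followed with 106 CPM, 6.32 CPM and 2.29 CPM. The other 3 of the 5 largest ratios belonged to genes with an identifier only, all highest in SBC2.

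The share of cells with a molecule of any of 7 genes that RefSeq places on chromosome W was 12.4% after thinning, and 53.2% without. This share does not measure sex, because MBD2 and NEDD4L, named here after their values were seen, were found in 49.8% or more of the cells of at least 4000 molecules of every barcode, at similar CPM. HINTW alone was found in 2.44% of thinned cells. In cells of at least 4000 molecules, without thinning, HINTW was found in 51.6% of SBC2 cells, 4.14% of SBC3 cells and 2.71% of SBC7 cells.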

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

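The tests in this part were set before their values were seen. The barcode columns SBC4, SBC5 and SBC8 were not used for any comparison, yet they held 18889, 4242 and 4587 molecules, above the limit that a count of 0 allows. No kept cell had one of these barcodes on top: the share with at least 10 molecules of an unused barcode and 3 times those of every other was 0%, which argues against a group of cells labelled with them. Across kept cells their molecules followed those of the used barcodes, with a Spearman correlation of 0.458, so a candidate explanation is that they are copies of used barcodes misread or carried over. Deeper cells collect more of any barcode, which also adds to this correlation. SBC4 amounted to 0.186% of the used barcode molecules in SBC2 cells, against 0.0124% in SBC3 cells and 0.0206% in SBC7 cells. In the same order, SBC5 amounted to 0.0083%, 0.0186% and 0.0228%, and SBC8 to 0.0064%, 0.0228% and 0.0071%. The unused barcodes thus did not share one pattern. No biological explanation was tested.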

How the results depend on the processing

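Alternatives called added were chosen after the data had been seen: the minimum of 4000 molecules, both other naming rules, clustering without sex-linked genes, removal of cells with 2 or 3 barcodes, division of each barcode by its background, HINTW alone, the removal of the highest doublet scores for results other than the cell number, and, for class shares by barcode, the limits of 2 times the next barcode and 50 molecules. All alternatives listed before the data were examined were run. Causes of the changes were not tested unless stated.

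The number of kept cells was 49681 with at least 200 genes, 15010 with at least 1000, 6280 with at most 10% mitochondrial molecules and 12335 with at least 4000 molecules. The median molecules per cell were 645, 26088 and 29896 for the first, second and last of these, which follows from the filter itself.

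The share of cells with a class name was 76.0% as reported and lower under all 15 alternatives, so the reported setting is the most favourable of those run. It was 31.8% with at least 200 genes, 74.3% with at least 1000, 61.0% with at most 10% mitochondrial molecules, 71.3% without doublet removal (1 cell more), 63.4% without the highest doublet scores, 59.1% at resolution 0.5, 72.7% at resolution 2, 73.7% with 4000 variable genes, 61.1% with 50 components, 58.4% with another seed, 74.0% with at least 4000 molecules, 75.2% without cells of 2 or 3 barcodes, 53.1% under the stricter naming rule, 73.9% with the mean fold above 0 also needed and 69.4% without sex-linked genes. The neuromesodermal progenitor-like share, 5.34% as reported, was 2.15%, 5.87%, 2.68%, 4.85%, 9.13%, 5.96%, 10.5% and 4.88% under the first 8 of these, in that order, 7.55% with at least 4000 molecules, 5.92% without cells of 2 or 3 barcodes and 5.66% without sex-linked genes. Of 195 values for the other 13 classes, 85 lay within the counting interval, 27 were higher and 83 lower. Since 1 more cell or another seed was enough to change names, most class shares are weak results.

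Co-detection of TBXT and SOX2 was 0.607% when thinned to the 10th percentile of depth, 9.64% when thinned to the median, 11.1% without thinning and 16.0% with at least 4000 molecules. These follow from the molecules left per cell. The ratio to independent detection stayed between 1.33 and 1.77 over 7 alternatives, the highest without thinning.

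The ratios below are those of the class reported as highest to the median class. For HOX groups 10 to 13 the ratio was 2.64 with at least 1000 genes, 3.10 without doublet removal, 2.55 without the highest doublet scores, 2.39 with at least 4000 molecules, 2.64 without cells of 2 or 3 barcodes, 3.08 under both other naming rules and 2.40 with the mean of each cell's CPM. For axial signalling it was 1.95, 2.08, 2.07, 1.96 and 1.99 with at least 1000 genes, without the highest doublet scores, with at least 4000 molecules, without cells of 2 or 3 barcodes and with the mean of each cell's CPM. For S phase it was 1.27 without doublet removal, 1.29 without the highest doublet scores, 1.24 without cells of 2 or 3 barcodes, 1.25 under the stricter naming rule, 1.25 with the mean of each cell's CPM and 1.23 without haemoglobin in the total. For G2 or M phase it was 1.16, 1.17, 1.23, 1.16, 1.18, 1.18 and 1.16 with at least 1000 genes, without doublet removal, without the highest scores, without cells of 2 or 3 barcodes, under the stricter rule, with the mean fold above 0 and with the mean of each cell's CPM. Without doublet removal and without the highest scores, neural tube-like cells were highest instead, at 1.19 and 1.27 times the median class. At 4000 molecules no limb bud mesenchyme-like cluster was named, so that setting gave no value for G2 or M phase. For the homocysteine list, the ratio of notochord-like cells stayed between 1.21 and 1.24 under 9 alternatives. Under 5 of these, intermediate mesoderm-like cells were highest instead, at 1.23 to 1.26 times the median class.

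Barcodes were assigned to 59.5% of cells of at least 4000 molecules, 53.4% when 2 times the next was enough, 14.2% when 10 times was needed and 38.9% with at least 50 molecules. In cell barcodes under 500 genes, the background medians of SBC2, SBC3 and SBC7 were 60, 71 and 75 molecules. The limits of 10 and 50 molecules both lay below these, so the limit of 50 is a weak check of the assignment. SBC2 held 20.6% at 2 times, 17.7% at 10 times and 22.8% after division by background. SBC3 held 59.6% with at least 4000 molecules, 57.1% at 2 times and 80.2% at 10 times. SBC7 held 21.1%, 22.2% and 2.09% in the same order, and 17.0% after division by background. The largest difference of a class share between barcodes, that of lateral plate or splanchnic mesoderm-like cells, was 20.2 percentage points as reported. It was 25.3 without the highest doublet scores, 25.5 with at least 4000 molecules, 15.2 at 2 times, 29.6 at 10 times and 19.8 without sex-linked genes. The same class gave the largest difference under 8 of the 9 alternatives. The exception was division by background, where limb bud mesenchyme-like cells gave it, at 19.6.

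The share of cells with a W-linked molecule was 8.62% at the 10th percentile, 53.2% without thinning, 83.0% with at least 4000 molecules and 2.44% for HINTW alone. Depth limits the shallow cells most.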

Other observations

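Of the tests below, those of depth, free RNA and equal class rates for the W-linked molecules, of depth for the lateral plate-like share, of haemoglobin per erythroid-like cell, and of doublets and named classes for co-detection were set after their result had been seen, as were the sums without neural tube-like cells, and Z-linked totals per barcode had been seen before the test of the Z-linked ratio was set. The ratio within named classes had been seen before the test within clusters made without TBXT and SOX2 was set, and erythroid-like shares before the test of RHAG and SLC4A1. The patterns themselves were all noticed in these data, so each explanation is a hypothesis.

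W-linked molecules were concentrated in cells of SBC2. Among cells of at least 4000 molecules, 47.1% of 1416 SBC2 cells had 3 or more molecules of HINTW, SPIN1L and UBAP2L2 together, against 2.63% of 4373 SBC3 cells and 0.967% of 1551 SBC7 cells. These 3 genes and the limit of 3 molecules were chosen after the values had been seen. SBC2 cells were not deeper, with a median of 25082 molecules, below both other barcodes. The highest share was 48.7 times the lowest, which argues against free RNA of 1 mixed suspension. Within SBC2, cells with 3 or more such molecules had lower Z-linked CPM than cells with none, with a median ratio of 0.734 over 7 named classes. Over 436 Z-linked genes the median ratio was 0.725, against 1.0 over 8505 genes of other chromosomes. This is what female cells (ZW) beside male cells (ZZ) would show, so SBC2 may hold cells of both sexes while SBC3 and SBC7 hold mostly male cells. The share of cells with W molecules also differed 18.5-fold between classes within SBC2, from 3.97% of limb bud mesenchyme-like to 73.5% of lateral plate or splanchnic mesoderm-like cells. If W genes marked the same classes in every barcode, SBC2's class rates would give 35.4% of SBC3 cells and 34.0% of SBC7 cells, counting these 7 classes and the unnamed cells. The observed shares were 3.10% and 0.898%, lower by at least 11.4 times, which argues against class markers as the source of the concentration in SBC2. The difference between classes within SBC2 stays open: W genes led one lateral plate-like cluster and so took part in its definition, and embryos of the 2 sexes could also have given different tissue. In 2 of the 7 classes, limb bud mesenchyme-like and somite-like, the cells with W molecules numbered 5 and 6. Embryo sex is thus a candidate source of differences between barcodes that is separate from treatment, and W-linked genes can share reads with near-identical copies.

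The lateral plate-like share differed between barcodes. Depth does not account for it, since the difference in deep cells was 1.24 times that in all assigned cells. HOX groups 10 to 13 were lowest in SBC7 in lateral plate-like cells (1413 CPM, against 1653 in SBC2 and 1893 in SBC3) and in 90.9% of the 11 other classes with at least 2000 HOX molecules, the exception being somite-like cells. In hindgut endoderm-like, presomitic mesoderm-like and surface ectoderm-like cells the lowest and the next barcode had overlapping counting intervals. In neural tube-like cells the values were 1952 CPM in SBC7, 2685 in SBC2 and 2852 in SBC3. A candidate explanation of the HOX order is that the tissue of SBC7 reached further towards the head. It leaves the lateral plate-like share open, because that share was highest in SBC2 and lowest in SBC3, while HOX in lateral plate-like cells was lowest in SBC7 and highest in SBC3. Over the 12 classes, HOX was highest in SBC3 in 7, in SBC2 in 4 and in SBC7 in 1. An effect of treatment on HOX levels would look alike, and was not tested because the barcodes carry no treatment label here.

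Haemoglobin molecules also differed between barcodes, with 487 CPM in SBC2, 4778 in SBC3 and 1838 in SBC7. Without erythroid-like cells the highest was 1.32 times the lowest. That class is named by haemoglobin among other genes, so leaving it out lowers the ratio by construction. Erythroid-like cells made up 0.392% of SBC2 cells (7 cells), 2.95% of SBC3 cells (163) and 1.84% of SBC7 cells (32), a 7.53-fold range. Haemoglobin molecules per erythroid-like cell were 2958, 4878 and 4366, a range of 1.65-fold, too small to be the whole cause. Over all assigned cells, whatever their class, the erythroid markers RHAG and SLC4A1 together had 3.33 CPM in SBC2 (2.85 to 3.88), 26.6 CPM in SBC3 (25.8 to 27.4) and 11.4 CPM in SBC7 (10.7 to 12.2). This is the order of haemoglobin, with a ratio of 7.97. SLC4A1 gave nearly all of these molecules, and RHAG, with at most 19 molecules per barcode, did not show the order. The barcodes may thus differ mainly in the number of erythroid cells. Why the numbers differed was not tested.

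Haemoglobin differed with depth. In cells not named erythroid-like, haemoglobin stood at 546 CPM under 4000 molecules and 96.9 CPM at 20000 or more, a ratio of 5.64, while barcodes under 500 genes had 5378 CPM. This is in line with free RNA making up part of the molecules of shallow cells. Barcodes under 500 genes may also hold erythroid cells. With at least 200 genes, erythroid-like cells made up 2.33% of 49681 cells, against 1.41% as reported. The 5378 CPM of haemoglobin may thus not measure free RNA alone. Shallow erythroid cells left in other clusters, and doublets, were not tested.

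Cells with 2 or 3 barcodes above 5 times background numbered 336, or 4.91% of cells with any. Their median molecules were 1.67 times those of cells with 1 barcode, but needing 2 barcodes above a limit selects deeper cells by itself, so whether they hold more than 1 cell stays open. If they all did, and as 55.8% of random pairs would carry different barcodes, the implied doublet share would be 8.79%, while Scrublet's automatic threshold marked 1 cell. Of these cells 25.9% were among the 10% highest Scrublet scores, against 11.4% of cells with 1 barcode.

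TBXT and SOX2 were found together more often than by chance over all kept cells. The ratio was 1.58 or more after either removal of likely doublets, within the interval of the reported ratio (1.27 to 1.71). Neither removal is known to take out most doublets, so doublets stay open as a contribution. In 100 simulations with both genes drawn independently at the real depths, 0 gave a ratio as high as the observed 1.48, and the highest was 1.14. These draws took no account of classes. With independent detection within each class, the observed number was 0.917 times the expected 197 cells (0.788 to 1.06). That sum decides little, because it pooled a low ratio in neural tube-like cells (0.609) with ratios above and below 1 whose intervals reached 1. Of the 7 classes with at least 1 expected cell, 0 had an interval above 1. The sum was 1.30 (1.08 to 1.57) without neural tube-like cells. That class was left out after its low ratio had been seen, so the sum had to rise, and no excess is read from it. Both genes also took part in making and naming the classes, so cells were clustered again without them. Within those clusters the ratio was 0.974 (0.837 to 1.13), and 1.09 (0.905 to 1.30) without the clusters that held mostly neural tube-like cells. Of 13 such clusters with at least 1 expected cell, the interval reached 1 in 11, lay above it in 1 (7 cells against 2.61 expected) and below it in 1 (34 against 48.0). In the cluster with the most such cells, mostly neuromesodermal progenitor-like, 77 were observed and 76.5 expected. Differences between kinds of cells in both genes may thus account for much of the excess over all cells. An excess within single classes was not shown, and the wide intervals leave it open.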
